# Rapid genome-scale mapping of chromatin accessibility in tissue

**DOI:** 10.1186/1756-8935-5-10

**Published:** 2012-06-26

**Authors:** Lars Grøntved, Russell Bandle, Sam John, Songjoon Baek, Hye-Jung Chung, Ying Liu, Greti Aguilera, Carl Oberholtzer, Gordon L Hager, David Levens

**Keywords:** Chromatin accessibility, Tissue, TACh, Benzonase, Cyanase, DNase I

## Abstract

**Background:**

The challenge in extracting genome-wide chromatin features from limiting clinical samples poses a significant hurdle in identification of regulatory marks that impact the physiological or pathological state. Current methods that identify nuclease accessible chromatin are reliant on large amounts of purified nuclei as starting material. This complicates analysis of trace clinical tissue samples that are often stored frozen. We have developed an alternative nuclease based procedure to bypass nuclear preparation to interrogate nuclease accessible regions in frozen tissue samples.

**Results:**

Here we introduce a novel technique that specifically identifies Tissue Accessible Chromatin (TACh). The TACh method uses pulverized frozen tissue as starting material and employs one of the two robust endonucleases, Benzonase or Cyansase, which are fully active under a range of stringent conditions such as high levels of detergent and DTT. As a proof of principle we applied TACh to frozen mouse liver tissue. Combined with massive parallel sequencing TACh identifies accessible regions that are associated with euchromatic features and accessibility at transcriptional start sites correlates positively with levels of gene transcription. Accessible chromatin identified by TACh overlaps to a large extend with accessible chromatin identified by DNase I using nuclei purified from freshly isolated liver tissue as starting material. The similarities are most pronounced at highly accessible regions, whereas identification of less accessible regions tends to be more divergence between nucleases. Interestingly, we show that some of the differences between DNase I and Benzonase relate to their intrinsic sequence biases and accordingly accessibility of CpG islands is probed more efficiently using TACh.

**Conclusion:**

The TACh methodology identifies accessible chromatin derived from frozen tissue samples. We propose that this simple, robust approach can be applied across a broad range of clinically relevant samples to allow demarcation of regulatory elements of considerable prognostic significance.

## Background

The coupling of next-generation sequencing methodologies with classical enzymatic chromatin digestion approaches (eg. DNase I and MNase) has provided global, high-resolution information on chromatin features such as nucleosome positioning and chromatin accessibility [1,2]. DNase-Seq has emerged as a powerful genome-wide tool to identify and characterize chromatin transitions (DNase I hypersensitive sites or DHS) in regulatory regions across a range of biological processes and cell lines [1,3-5]. Current methodologies to generate genome-wide DHS data start with large numbers of fresh cells from which sizeable quantities of high quality nuclei need to be generated [6]. This has restricted application of the DNase I approach to cells in culture and freshly isolated tissue and has prevented the use of this technology on clinical tissue samples that are typically scarce, stored frozen and from which nuclei are difficult to obtain.

The use of DNase I as a probe of chromatin accessibility was initially described three decades ago [7,8], where partial digestion of chromatin with DNase I indentified DHS in promoters of heat shock genes. The nucleosomal steric hindrance of DNase I access to DNA is similar to that of transcription factors (TF) and the degree of DNase I accessibility correlates with the level of TF occupancy [9]. Thus DNase I hypersensitivity is considered an independent, unbiased probe for TF accessibility. Today, the primary commercial sources of DNase I are either recombinant proteins or purified enzymes from bovine pancreas. However, DNase I is known to have drawbacks that restrict its broad-spectrum use. Specifically, it is known to have a narrow effective concentration window, requiring fastidious titration of enzyme and chromatin to obtain optimal partial digestion [6,7]. Moreover, DNase I is inhibited by high levels of actin [10] and because the actin content varies amongst cell and tissue types, each biological sample must be individually titrated. Preparation of nuclei prior to digestion reduces actin contamination, while *in situ* NP40 lysis leaving adherent nuclei also allows DNase I treatment of cells grown as a monolayer [11].

In order to define accessible chromatin compartments in samples derived from frozen tissue, where cell numbers are unknown and nuclear preparation is problematic, we hypothesized that digestion of chromatin with more robust nucleases that function in a coarse environment as well as, over broad concentration ranges, might enable the determination of chromatin accessibility in tissue samples. Benzonase, a recombinant endonuclease derived from *Serratia marcescens*, is composed of two identical subunits of 30 kDa, requires divalent cations for full activity and is generally used to clear cellular protein extracts of DNA and RNA prior to downstream analysis [12]. It digests DNA and RNA efficiently under a range of conditions to nucleotides of 2–5 base pairs. Although the enzyme is able to cleave DNA at all positions, it has been reported to have a relative preference for GC rich regions over dA/dT tracts [13]. Cyanase is a less described non-Serratia recombinant endonuclease that, like Benzonase, efficiently digests DNA and RNA under harsh conditions. Here we introduce a novel technique that combines rapid processing of frozen tissue using Benzonase and Cyanase to specifically identify Tissue Accessible Chromatin (TACh) from frozen specimens. Accessible regions identified with TACh correlate with features of euchromatin and levels of transcription, suggesting that these accessible regions are indeed regulatory. We propose that TACh will be a valuable tool to identify the physiological or pathological regulatory features of chromatin from clinical materials.

## Results

### Benzonase and Cyanase as probes for chromatin accessibility

Accessible chromatin has traditionally been identified by DNase I digestion of chromatin using nuclei as starting material (Figure 1A, left panel). Although nuclei can be very efficiently purified from cell lines and fresh tissue within one to two hours, such purification requires disassociation of cells, and washing by centrifugation, conditions that could modify signaling to the nucleus or allow leaching of chromatin-bound components, potentially altering nuclear structures. Extracting nuclei from frozen tissue samples is even more cumbersome and complicated. Thus, in order to minimize the time between the snap freezing of tissue and enzymatic digestion, we have developed a method that avoids nuclear preparation and uses a different endonucleaese, Benzonase or Cyanase, to digest accessible chromatin-embedded DNA (Figure 1A, right panel).

**Figure 1:**
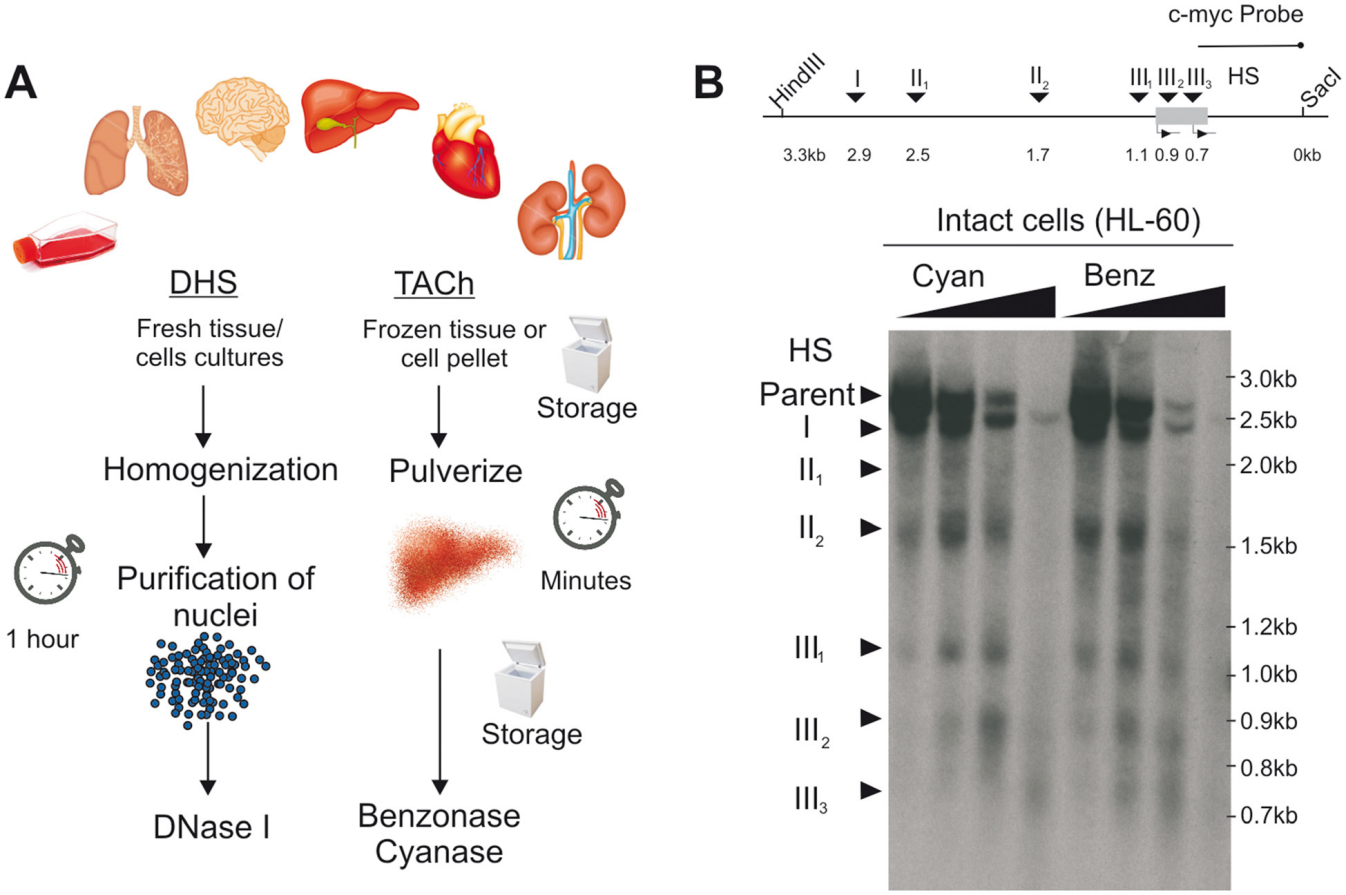
**Identification of nuclease hypersensitive regions in chromatin using TACh.(A)** Side by side comparison of experimental setups for identification of nuclease hypersensitive sites using DNase I (DHS) versus Benzonase-Cyanase (TACh). (left panel) For DHS freshly isolated tissue is homogenized and nuclei are purified using protocols that take one to two hours. Purified nuclei are treated with various concentrations of DNase I. DNA fragments released by partial endonucleae digestion are isolated and can be analyzed by Southern blotting, qPCR or deep sequencing. (right panel) In contrast to the DHS procedure, TACh uses frozen tissue or cell pellets as starting material. Tissue is initially pulverized and divided into appropriate quantities, which can be stored frozen. Pulverized tissue is suspended in hypotonic nuclease buffer containing Benzonase or Cyanase at various concentrations and like for the DHS assay, DNA fragments released by partial endonuclease digestion can be analyzed by the same various methods. **(B)** Identification of nuclease accessible regions at the c-myc promoter in intact human HL60 cells using Benzonase or Cyanase. Detection of accessibility by Southern blotting and indirect end labeling is shown. (Top) Illustration of the human c-myc promoter with indication of probe annealing site and six previously published DNase I hypersensitive (HS) sites. (Bottom) Intact HL-60 cells, grown in suspension, were resuspended in hypertonic nuclease digestion buffer containing Benzonase or Cyanase. Digested DNA was purified and digested with HindIII and SacI, which releases a 3.3 kb fragment of the c-myc promoter. Partial nuclease digested fragments were detected using a biotinylated probe as indicated.

To set a standard for the fidelity of Benzonase and Cyanase as a probe for chromatin accessibility, we initially performed a conventional nuclease hypersensitivity assay using cultured cells. Human promyelocytic leukemia cells (HL-60) grown in suspension were isolated, resuspended hypotonic buffer and incubated with increasing concentrations of Benzonase and Cyanase. Accessible regions at the c-myc promoter were compared using indirect-end labeling and Southern blotting as previously described [14]. We show that Benzonase and Cyanase yielded the same pattern of hypersensitive regions expected for DNase I [14], demonstrating that Benzonase and Cyanase are useful probes for chromatin accessibility (Figure 1B).

### Identification of accessible chromatin in frozen tissue

To test whether Benzonase and Cyanase can interrogate nuclease accessible regions in chromatin from frozen tissue, whole livers from C57BL/6 mice were isolated and frozen immediately in liquid nitrogen. We initially compared different procedures to prepare frozen tissues amenable for nuclease treatment without disrupting chromatin integrity. We found that rapid pulverization of frozen tissue into a fine powder prior to digestion results in the best signal to noise ratio (data not shown). Pulverization was performed on dry ice with equipment pre-cooled in liquid nitrogen and pulverized tissue was stored as aliquots (Figure 1A, right panel). For digestion, pulverized tissue was directly resuspended in a hypotonic digestion buffer and subsequently incubated with Benzonase or Cyanase at different concentrations. DNA fragments from chromatin digested with 0.25U/ml, 1U/ml and 4U/ml of Benzonase or Cyanase were isolated as previously described [1], sequenced to a depth of 20–30 million uniquely aligning tags (Additional file 1: Figure S 1) and accessible regions were identified as previously described [1]. 

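The labels list 3 Benzonase and 3 Cyanase libraries from frozen mouse liver, with 1 library at each of 0.25, 1 and 4 U/ml (the labels give the same numbers as U). Benzonase and Cyanase are endonucleases that stay active in detergent and reducing agents, so that pulverized tissue can be digested without purifying nuclei. Tags were aligned to the mouse genome mm9 by the authors, who pooled the 3 concentrations of each enzyme and called hotspots, which are stretches where cleavage tags cluster above background. The deposited result was 1 list per enzyme, called at a false discovery rate of 0%, with the chromosome, start and end of each hotspot. Tag numbers and tag densities were not part of these columns, so the depth behind a single hotspot is unknown and tag densities were not analysed here. Because the lists were called on pooled tags, there is no spread between replicates. The 95% Wilson intervals given for shares cover counting error only, and tests across hotspots describe these lists and are not tests across animals. Hotspots of 2 lists were counted as shared when they overlapped by at least 1 bp, and hotspots joined by such overlaps were merged into regions. The narrowest hotspot was 251 bp in both lists. Benzonase hotspots had a median width of 652 bp (quartiles 482 and 945 bp) and covered 48.1 megabases. Cyanase hotspots had a median width of 641 bp (quartiles 489 and 896 bp) and covered 44.0 megabases.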

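Tat (ENSMUSG00000001670.7) lies on the plus strand of chromosome 8 of mm9 from 112514337 to 112523703 and has 12 exons. The window from 112484104 to 112528703, which also holds the 5′ end of Marveld3, contained 17 Benzonase hotspots and 16 Cyanase hotspots of the pooled data. At the Tat promoter, the Benzonase hotspot ran from 112513840 to 112514710 and the Cyanase hotspot from 112513826 to 112514702, and both covered exon 1. Upstream of the gene, Benzonase hotspots at 112511415 to 112512190, 112509950 to 112510881, 112507644 to 112508479 and 112506067 to 112507044 each overlapped a Cyanase hotspot. Wide hotspots of both enzymes lay over exons 10 and 11 and most of exon 12, from 112521219 to 112523476 for Benzonase and from 112521209 to 112523499 for Cyanase. The 3′ end of the gene lay in the next hotspots, from 112523524 to 112525469 for Benzonase and from 112523549 to 112525355 for Cyanase. In exon 4 and the introns beside it, a Benzonase hotspot at 112516314 to 112516782 had no Cyanase partner.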

At all three enzyme concentrations, Benzonase and Cyanase revealed a robust set of nuclease hypersensitive regions in the genome as exemplified by the tyrosine aminotransferase (Tat) gene, a highly expressed liver-specific gene (Figure 2A). Reflecting the usage of frozen tissue, a larger portion of tags generated from TACh aligns with the mitochondrial genome compared to tags generated by DNase I digestion of chromatin from nuclei (Additional file 1: Figure S 1). Genome-wide, the tag density of hotspots identified with 0.25U of Benzonase resembled the tag density of hotspots identified with 1U of Benzonase, correlation coefficient of 0.951 (Figure 2B), suggesting that a fourfold increase in enzyme concentration identifies the same spectrum of hotspots. When the enzyme concentration was increased an additional fourfold to 4U/ml, although the most intense hotspots were reduced in intensity the overall correlation was still 82% with 1U/ml enzyme (Figure 2C). Similar patterns were seen using Cyanase (Additional file 1: Figure S 2) and remarkably at the different enzyme concentrations both enzymes performed very similarly (Additional file 1: Figure S 3). When data was combined from all three concentrations of Benzonase and Cyanase, each identified ~50,000 hotspots with remarkably similar tag densities (Figure 2D, correlation coefficient of 0.973) and an 87% overlap (Figure 2E). Thus in contrast to the narrow concentration windows of DNase I needed for optimal digestion [14], the hotspot patterns obtained with Benzonase-Cyanase were robustly conserved over a 16-fold range in enzyme concentration. This is a notable advantage for the use of Benzonase or Cyanase with frozen tissue or cell samples when exact cell counts are unavailable.

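The Benzonase list held 60910 hotspots and the Cyanase list 57675. Merging both lists gave 68766 regions, of which 47933 (69.7%, interval 69.4 to 70.0) contained hotspots of both enzymes. Counted per list, 48505 of the Benzonase hotspots (79.6%, interval 79.31 to 79.95) overlapped a Cyanase hotspot, and 49245 of the Cyanase hotspots (85.4%, interval 85.1 to 85.7) overlapped a Benzonase hotspot. When the Benzonase hotspots of each chromosome were moved together by a random distance, 3.47% ± 0.123 (SD over 1000 random shifts) overlapped a Cyanase hotspot. The highest value among the shifts was 4.45%, far below the observed share. Among the overlap rules, requiring an overlap of 50% of both hotspots moved the share of merged regions most, to 64.2%.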

**Figure 2:**
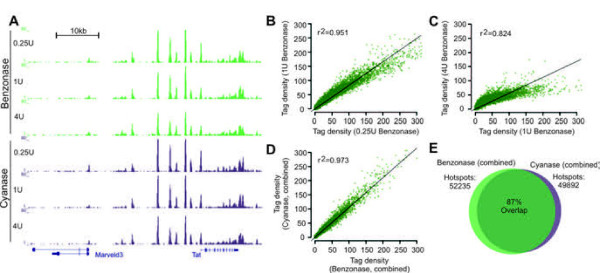
**TACh on mouse liver tissue with three different concentrations of Benzonase and Cyanase.** Partially digested DNA was Illumina sequenced and aligned to the mouse mm9 genome assembly. **(A)** Example of aligned sequence tags at a region surrounding the Tat gene. **(B-C)** Scatter plot comparing tag density of Benzonase hotspots at different enzyme concentrations. Linear correlation coefficients are indicated. **(D)** Scatter plot comparing tag density of identified hotspots when all three Benzonase and Cyanase concentrations were combined. The linear correlation coefficient is indicated. **(E)** When tags from all three Benzonase and Cyanase concentrations were combined, Benzonase identified 52235 hotspots and Cyanase 49892 hotspots. 87% of these hotspots were identified by both enzymes.

### Correlation of Benzonase hotspots with euchromatin and TSS of active genes

To verify that the TACh procedure identifies accessible regions associated with regulatory elements of gene expression, we mapped the distribution of hotspots in distal upstream regions, promoters, introns, exons and downstream regions, and correlated hotspot intensity with previously mapped histone modifications [15] and nucleosome occupancy [16] in mouse liver tissue (Figure 3). 

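Each of the pooled Benzonase hotspots was assigned to the first matching class in the order promoter (2 kb upstream of a TSS), exon, intron, downstream (2 kb past the end of a transcript) and distal, using protein-coding transcripts of GENCODE release M1 on mm9. Promoters held 24.4% of the hotspots (95% Wilson interval 24.1 to 24.8), introns 31.1%, distal regions 33.9%, exons 8.68% and downstream regions 1.80%. After moving the hotspots of each chromosome by a random distance, promoters held 3.28% ± 0.126 (SD over 100 random shifts) and distal regions 57.8% ± 0.690. The excess at promoters and the deficit in distal regions were thus larger than the spread between shifts. The share in introns, 30.9% ± 0.560 after the shifts, differed from the observed share by less than the SD. Exons (6.71% ± 0.198 after the shifts) and downstream regions (1.26% ± 0.0509) held more hotspots than after the shifts. Counting only hotspots whose midpoint lay in the feature gave 14.3% at promoters and 38.0% in introns, a rule chosen after the data were seen. Promoters and exons were assigned before introns and took a larger share of the observed than of the shifted hotspots. Fewer observed hotspots were thus left to count as intronic, so the like intron shares do not show that introns lacked an excess. Shifts were not run under the midpoint rule, so the intron result holds only for the overlap rule and the order used here. These shares are for all Benzonase hotspots together, and histone and nucleosome data were not used here.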

The hotspots with the highest tag densities were found primarily at promoters, whereas the weaker hotspots located mainly in distal upstream and intronic regions similar to enhancers and other regulatory elements (Figure 3A). In agreement, the most intense hotspots were flanked by the promoter-specific H3K4me3 histone modification compared to less intense hotspots (Figure 3B). Moreover the most intense hotspots were also the most sensitive to MNase digestion, suggesting that these regions are either nucleosome –free or occupied by highly mobile nucleosomes flanked by H3K4me3-modified nucleosomes (Figure 3C). H3K4me1, present at promoters as well as enhancers, was enriched at both strong and weak Benzonase hotspots (Figure 3D), while H3K27me3, associated with heterochromatic regions, was deficient at Benzonase hotspots (Figure 3E). Thus Benzonase accessibility is associated with euchromatic features, demonstrating that the TACh method identifies accessible regulatory regions of the genome from frozen tissue.

**Figure 3:**
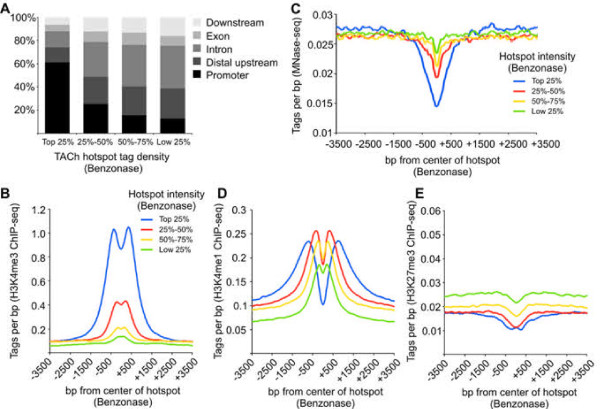
**Correlation of Benzonase accessible regions with epigenetic marks.** Tags from all three Benzonase concentrations were combined and identified hotspots were divided into quartiles according to the hotspots tag density, where the top 25% represents the most intense hotspots and the low 25% represents the least intense hotspots. **(A)** Distribution of hotspots in promoters (2 kb upstream TSS), distal/intergenic regions, introns, exons and downstream regions (2 kb downstream TTS). Tag density of H3K4me3 **(B)**, H3K4me1 (**D**), H3K27me3 (**E**) 3.5 kb up and downstream from Benzonase hotspots. **(C)** Liver MNase-seq tag density surrounding the Benzonase hotspots.

Transcriptional start sites (TSS) of active genes are occupied by highly mobile nucleosomes [17] and are thus highly accessible to DNase I. In agreement, more than 90% of genes producing more than 16 transcripts were marked by Benzonase and Cyanase hotspots at the TSS (Figure 4A); conversely, only 30% of TSSs of inactive genes contained Benzonase-Cyanase hotspots (Figure 4A). Moreover, active genes had an overall increase in Benzonase and Cyanase accessibility at TSSs, compared to less active or silent genes (Figure 4B). Furthermore, when TSSs were binned into deciles according to the abundance of their gene transcripts, measured by previously published RNA-seq data [18], a positive correlation of gene transcription with the degree of Benzonase and Cyanase accessibility was observed (Figure 4C).

**Figure 4:**
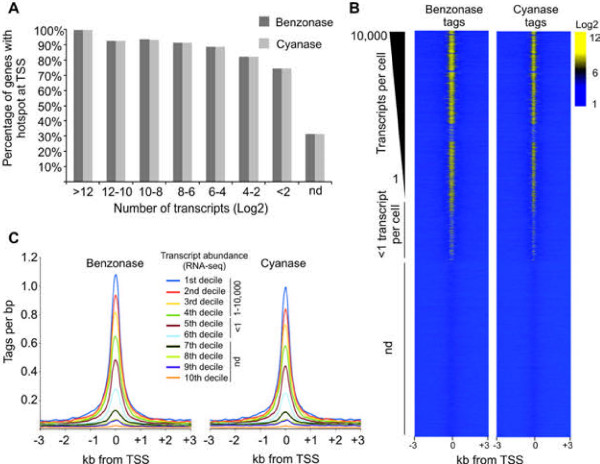
**Benzonase accessibility of TSS. The Level of accessibility correlates with levels of gene transcription.(A)** Transcripts from annotated genes were divided into eight bins according to mRNA abundance (transcripts pr cell, Log2) based on mouse liver RNA-seq data [18]. Genes producing no detectable transcripts are labeled nd (not detected). All TSSs from individual genes were extracted from the UCSC genome browser and related to Benzonase and Cyanase hotspots. Genes with multiple TSS were scored when at least one of the TSSs overlapped with a nuclease hotspot. **(B)** Genes were ranked according to transcript abundance and tag densities from Benzonase and Cyanase digestions (all concentrations combined) were measured 3 kb up and downstream of the corresponding TSSs and visualized as heatmaps. **(C)** Transcripts from annotated genes were divided into deciles according to mRNA abundance (transcripts pr cell), where the first to fourth decile represent genes with more than one transcript pr cell. Deciles five and six contain genes with less than one transcript pr cell and decitile seven to ten contains genes that are not transcribed. Tags sequenced from Benzonase and Cyanase digestions (all concentrations combined) were measured 3 kb up and downstream of the corresponding TSSs and visualized as compiled histograms.

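Without dividing genes by mRNA abundance (the RNA-seq data were not used here), 22365 genes with protein-coding transcripts were scored by the same rule, a gene being counted when at least 1 of its TSSs lay inside a hotspot. Benzonase hotspots marked 12841 of these genes (57.4%, 95% Wilson interval 56.8 to 58.1) and Cyanase hotspots 12467 (55.7%, interval 55.1 to 56.4). Hotspots of both enzymes were present at 12274 genes (54.9%). Only Benzonase marked 567 genes and only Cyanase 193. With all 37273 annotated genes in place of protein-coding transcripts, the Benzonase share fell to 39.0%.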

### Benzonase and Cyanase accessible regions overlap with DNase I hotspots

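DNase I was used on nuclei from fresh mouse liver at 60 U/ml, and the deposited list pools the tags of both replicates named in the legend of Figure 5. GEO's labels list 1 DNase I sample for it. As for the other enzymes, the authors called hotspots on the pooled tags at a false discovery rate of 0% and deposited only positions, so tag density was not analysed here and there is no spread between replicates. The hotspots had a median width of 649 bp (quartiles 537 and 805 bp), covered 51.8 megabases, and were at least 251 bp wide. The 3 lists were compared by position on mm9. A region was called common when it held a DNase I hotspot together with a Benzonase or Cyanase hotspot, DNase I unique when it held DNase I hotspots alone, and Benzonase-Cyanase unique when it held no DNase I hotspot.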

To validate that accessible regions identified by the TACh are indeed bona fide nuclease hypersensitive sites, we mapped DNase I accessible regions using nuclei purified from fresh liver tissue (Figure 1A, left panel). 

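In the window around Tat on chromosome 8, 14 DNase I hotspots were called, and 13 of them overlapped a Benzonase or Cyanase hotspot. The DNase I hotspot at the Tat promoter, from 112513808 to 112514777, overlapped the promoter hotspots of both other enzymes. Upstream, DNase I hotspots at 112511508 to 112512176, 112510018 to 112510883, 112507722 to 112508577 and 112506065 to 112507015 also had partners in both lists. At the 3′ end of the gene, a DNase I hotspot of 4984 bp, from 112520298 to 112525281, spanned several Benzonase and Cyanase hotspots.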

Benzonase, Cyanase and DNase I accessible regions were largely similar at the Tat gene locus. However, we also observed features unique to each nuclease (Figure 5A). 

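Of the 14 DNase I hotspots in the window, 1 had no overlap with the other lists. It ran from 112515038 to 112515831 on chromosome 8, over exons 2 and 3 of Tat. Benzonase-Cyanase unique regions were found at 3 places, each with a hotspot of both enzymes. They lay at 112485734 to 112486441 at the 5′ end of Marveld3, at 112494919 to 112495572 between the genes, and at 112518397 to 112519015 over exon 6 of Tat. Some DNase I hotspots extended beyond their partners. The part from 112502227 to 112502983, upstream of Tat, and the part from 112516783 to 112517390, in an intron of Tat, were covered by DNase I hotspots alone, although each belongs to a hotspot that overlaps a Benzonase hotspot elsewhere.

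**Figure D1:**
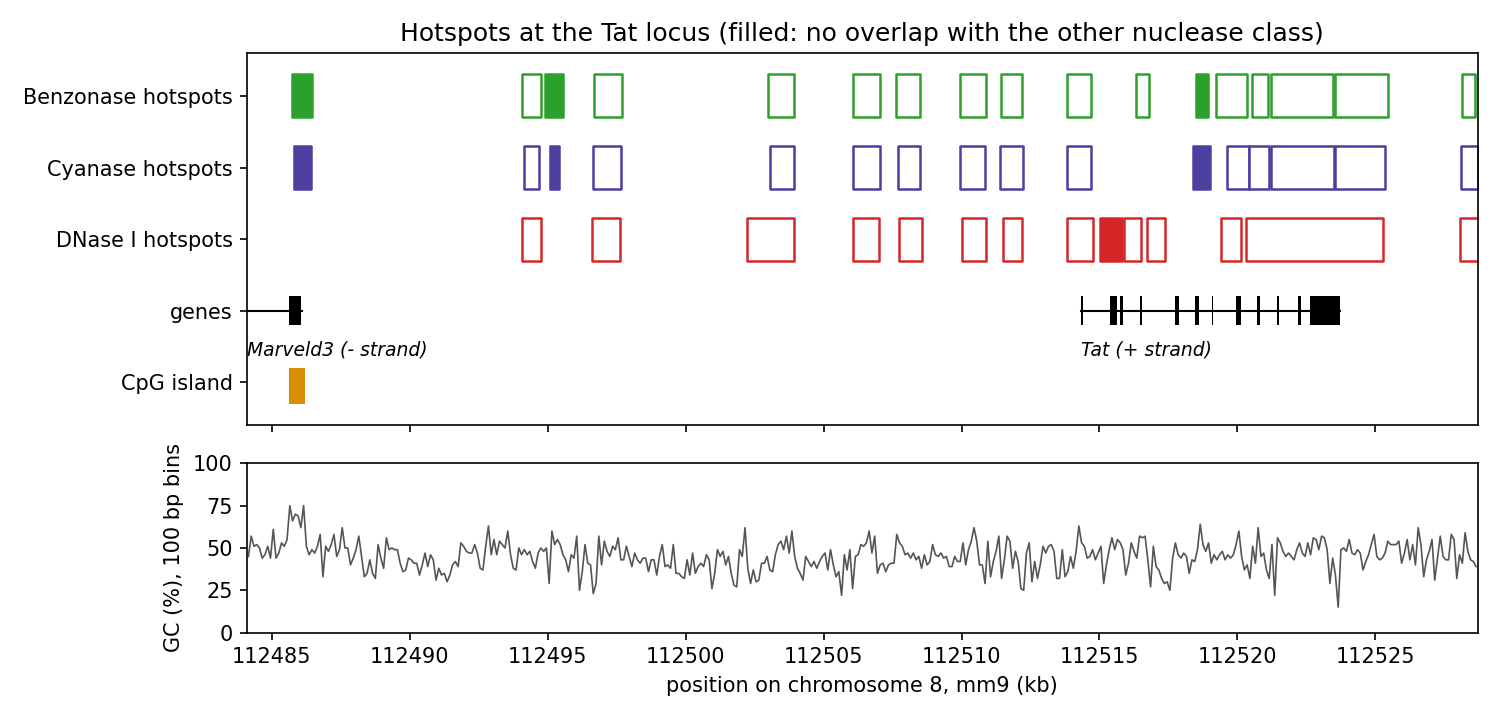
Hotspots of the pooled Benzonase, Cyanase and DNase I lists from 112484104 to 112528703 on chromosome 8 of mm9 (x axis, kb), with exons, the CpG island found from sequence, and GC content in bins (y axis of the lower panel, percent). Filled boxes have no overlap with the other nuclease class, which holds for 3 Benzonase, 3 Cyanase and 1 DNase I hotspots.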

Using identical parameters to identify hotspots we detected ~63,000 DNase I hotspots (Figure 5B) which combined with the Benzonase and Cyanase data, identified a total of ~76,000 hotspots. Of these 28% was unique to DNase I, 52% was shared among the three enzymes and 20% was unique to Benzonase-Cyanase (Figure 5B). 

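The DNase I list held 72286 hotspots. Together with the Benzonase and Cyanase lists, they merged into 94491 regions. On autosomes alone there were 69897 DNase I hotspots and 90879 regions, and merging DNase I hotspots that overlapped or touched each other left 72246. With other overlap rules, the total was 90566 regions when hotspots within 150 bp of each other were also joined, and 105247 when an overlap of 50% of both hotspots was required. Without hotspots under the lower width quartile of their list, a setting chosen after the data were seen, it was 66367.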

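By the 1 bp rule, 26719 of the regions were DNase I unique (28.3%, interval 28.0 to 28.6), 42941 were common (45.4%, interval 45.1 to 45.8) and 24831 were Benzonase-Cyanase unique (26.3%, interval 26.0 to 26.6). Hotspots of all 3 enzymes were present in 37766 regions. DNase I and Benzonase alone shared 3302 regions, and DNase I and Cyanase alone shared 1873. Among the Benzonase-Cyanase unique regions, 9603 held hotspots of both enzymes, 8798 of Benzonase alone and 6430 of Cyanase alone. Counted per list, 63.0% of the DNase I hotspots overlapped a Benzonase or Cyanase hotspot, against 3.96% ± 0.188 (SD over 1000 random shifts) after random shifts, whose highest value was 7.95%. Among the overlap rules, an overlap of 50% of both hotspots moved the classes most, to 31.5% DNase I unique, 37.2% common and 31.3% Benzonase-Cyanase unique. From such classes and their tag densities, the paper proposes that most highly accessible regions are identified by all enzymes, whereas less accessible regions may be unique to particular nucleases.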

Parsing nuclease hotspots into quartiles according to tag density, we observed that 62% of the weakest DNase I hotspots were unique whereas 97% of the strongest hotspots overlapped with Benzonase-Cyanase hotpots (Figure 5C). Likewise ~50% of the least intense Benzonase and Cyanase hotspots were unique while close to all of the most intense hotspots overlapped with DNase I hotspots (Figure 5D-E). This suggests that most of highly accessible regions are identified by all enzymes whereas less accessible regions may be unique to particular nucleases. Alternatively many of these less accessible unique regions may have their origin in background digestion by the nucleases and may not be significant. Furthermore Dnase I unique hotspots were preferentially found at introns and distal regions in contrast to Benzonase-Cyanase hotspots which were enriched at promoters (Figure 5F).

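DNase I unique regions lay at promoters in 4.51% of cases (95% Wilson interval 4.27 to 4.77), in introns in 42.3% and in distal regions in 45.6%. Benzonase-Cyanase unique regions lay at promoters in 14.1% (interval 13.7 to 14.6), in introns in 28.7%, in distal regions in 43.6% and in exons in 11.8%. Common regions lay at promoters in 27.3% (interval 26.9 to 27.8), in introns in 32.1% and in distal regions in 31.5%. The odds of lying at a promoter were 3.49 times higher for Benzonase-Cyanase unique than for DNase I unique regions (95% interval 3.26 to 3.73), and 0.438 times those of common regions (interval 0.420 to 0.457). Both Fisher's exact tests, two-sided, gave a p too small to be represented by the software. Common regions were wider (median 863 bp against 453 bp), and a wider region meets a promoter more easily. Assigned by midpoint, a rule chosen after the data were seen, the odds for Benzonase-Cyanase unique regions were 0.548 times those of common regions (interval 0.521 to 0.576). After random shifts, the promoter share was 2.95% ± 0.127 (SD over 100 random shifts) for DNase I unique and 2.95% ± 0.132 for Benzonase-Cyanase unique regions. With promoters taken as 1 kb to either side of a TSS, the promoter shares were 3.82% and 16.3%.

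**Figure D2:**
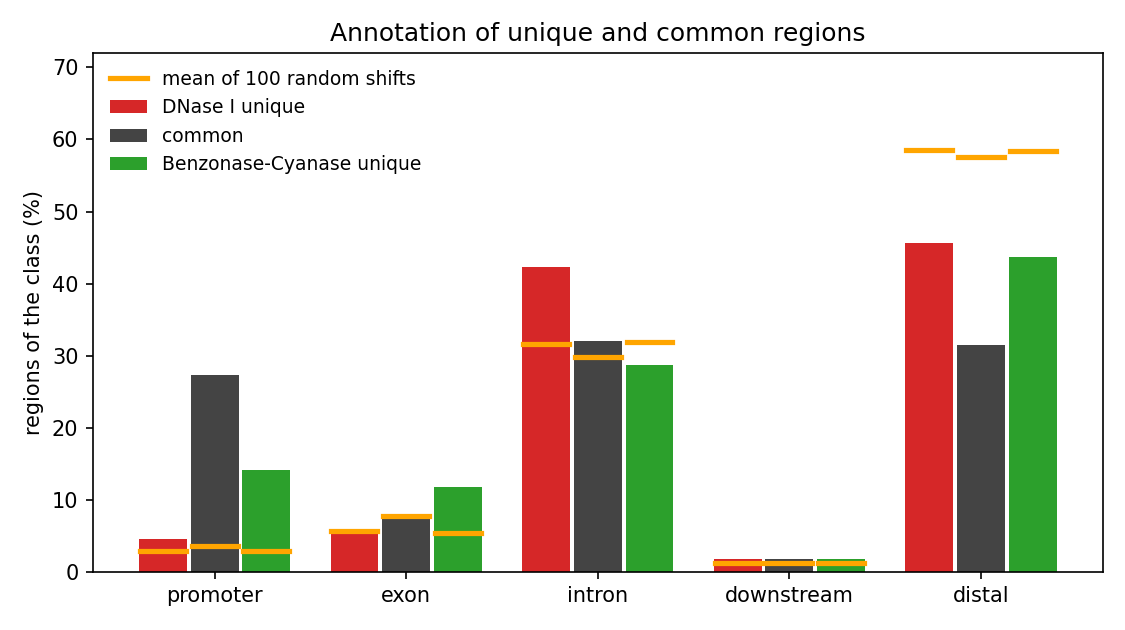
Share of DNase I unique, common and Benzonase-Cyanase unique regions (y axis, percent of the class) in promoters, exons, introns, downstream and distal regions (x axis). Orange lines mark the mean of 100 random shifts, and the promoter bars rise from 4.51% to 14.1% and 27.3% from DNase I unique to Benzonase-Cyanase unique to common regions.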

**Figure 5:**
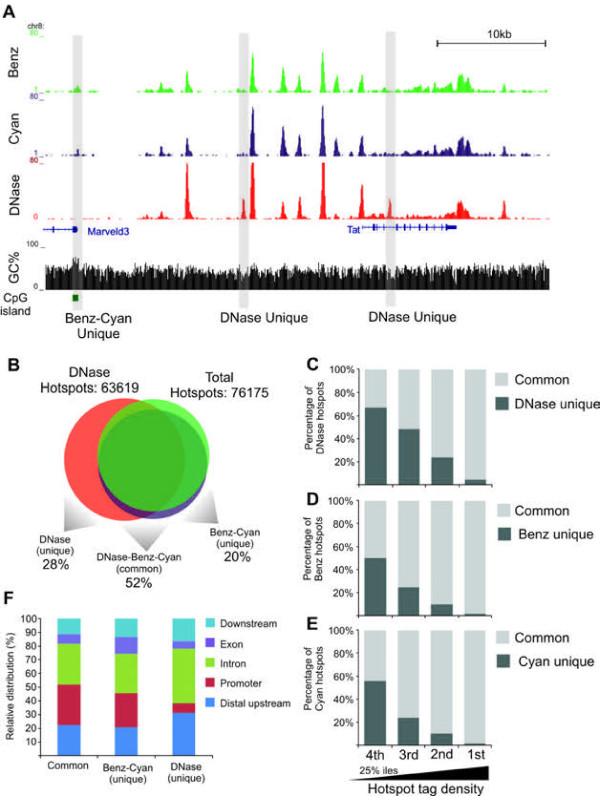
**Direct comparison of hotspots identified by DNase I, Benzonase and Cyanase in the mouse liver genome.(A)** Example of aligned sequence tags at a region surrounding the Tat gene. Aligned tags from Benzonase and Cyanase and DNase I are illustrated together with presence of GpC islands (green boxes) and GC percentage in a 10 bp widow. Benzonase-Cyanase and DNase I unique hotspots are indicated. **(B)** Venn diagram illustrating overlap between regions accessible to DNase I, Benzonase and Cyanase. A total of 63619 hotspots were identified from chromatin digested with DNase I (tags combined from two replicates). Combined with the Benzonase and Cyanase data a total of 76176 nuclease hotspots were identified. 28% of these are unique to DNase I, 52% are identified by DNase I and Benzonase-Cyanase and 20% are unique to Benzonase-Cyanase. (**C-E**) Hotspots identified by DNase I (**C)**, Benzonase **(D)** and Cyanase **(E)** were divided into quartiles according to tag density of hotspots, where the first 25%-ile is the most intense hotspots and the fourth 25%-ile is the least intense hotspots. Hotspots identified by DNase, Benzonase and Cyanase (common) and nuclease unique hotspots were quantified and visualized as percentage of total hotspots identified by DNase I (**C**), Benzonase (**D**) and Cyanase (**E**).

### Sequence bias for endonucleases

The variation observed between identified hotspots by the nucleases might be explained by the intrinsic methodological differences between TACh and the DNase I-based assays. Specifically, TACh is performed in intact cells with minimum manipulation prior to digestion, while the DNase I assay is performed on nuclei that take at least an hour to process. Alternatively, differences between DNase I, Benzonase and Cyanase can be a consequence of sequence specificity for DNA recognition and cleavage by each of the endonucleases. Benzonase preferentially digests dsDNA enriched for Gs and Cs [13] while DNase I prefers Ts [19]. 

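A CpG island (at least 200 bp, GC over 50%, observed to expected CpG over 0.6, found from the unmasked mm9 sequence) lay on chromosome 8 from 112485626 to 112486189 and had a GC content of 69.7%. It overlapped exon 1 of Marveld3 (ENSMUSG00000001672.8, minus strand, 112471814 to 112486103). The Benzonase-Cyanase unique region at 112485734 to 112486441 covered 335 bp of that exon and extended into the promoter. Its GC content was 61.4%, against 46.9% in the 5 kb on each side. The central 150 bp, from 112486013 to 112486162, read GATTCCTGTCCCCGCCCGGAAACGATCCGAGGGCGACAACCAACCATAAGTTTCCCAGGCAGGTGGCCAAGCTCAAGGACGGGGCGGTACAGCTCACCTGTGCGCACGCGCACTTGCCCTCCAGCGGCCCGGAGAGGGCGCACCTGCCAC, with 66.7% GC. The other Benzonase-Cyanase unique regions of the window had 50.0% GC (between the genes) and 50.9% GC (exon 6 of Tat) and no CpG island. The DNase I unique hotspot over exons 2 and 3 of Tat had 47.7% GC, against 44.5% in its flanks. Of the stretches covered only by part of a DNase I hotspot, that upstream of Tat had 36.3% GC (flanks 43.0%), that from 112516783 to 112517390 in an intron of Tat had 36.3% (flanks 45.1%), and that from 112515882 to 112516313 in another intron had 43.5% (flanks 44.5%).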

In agreement with the base-specificity explanation, Benzonase and Cyanase unique hotspots at the Tat loci overlapped with a GC-rich CpG island proximal to the Marveld3 gene, whereas DNase I unique hotspots overlapped with low-GC regions (Figure 5A). To explore sequence selectivity for cleavage genome-wide, we analyzed the sequence immediately upstream and downstream of all tags sequenced after digestion with DNase I or Benzonase. As shown in Figure 6A, the sequence tags yielded by Benzonase digestion were enriched for Gs at their 5’ ends, whereas the tags produced by DNase I digestion were enriched for 5’ Ts, suggesting that Benzonase-Cyanase preferentially cleaved at accessible DNA regions with high GC content and DNase I at accessible regions with high AT content. 

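Mean GC content was 54.7% (SD 6.52 across regions) in the 24831 Benzonase-Cyanase unique regions and 42.3% (SD 5.21) in the 26719 DNase I unique regions, a difference of 12.4 percentage points. None of 100000 two-sided permutations of the class labels gave a difference as large (p = 1e-05, the smallest they can give). In the central 150 bp of each region the difference was 14.0 percentage points, and it was 12.4 when hotspots within 150 bp were joined. The 5 kb on each side of Benzonase-Cyanase unique regions had a mean GC content of 44.9%, and 95.6% of the regions (95% Wilson interval 95.4 to 95.9) lay above their own flanks. The GC content of Benzonase-Cyanase unique regions exceeded that of their flanks by 9.86 percentage points on average (SD 6.54 across regions), and by 11.0 with flanks of 50 kb.

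**Figure D3:**
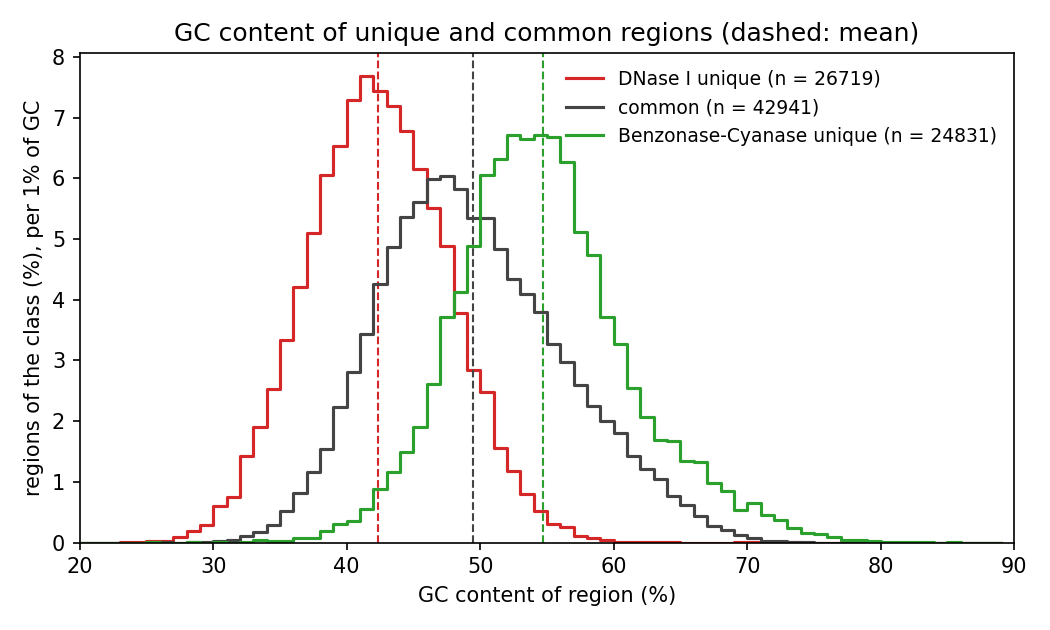
GC content of regions (x axis, percent) against the share of each class per 1% of GC (y axis, percent). Dashed lines mark the means, 42.3% for DNase I unique, 49.5% for common and 54.7% for Benzonase-Cyanase unique regions.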

In agreement, the hotspots unique to Benzonase-Cyanase had higher overall GC content compared to surrounding regions (Figure 6D) or DNase I unique hotspots (Figure 6B-C). In contrast, DNase I unique hotspots had higher AT content than either neighboring regions or Benzonase-Cyanase hotspots (Additional file 1: Figure S 4). 

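The mean AT content of DNase I unique regions was 57.7% and that of Benzonase-Cyanase unique regions 45.3%. The flanks of DNase I unique regions had a mean AT content of 57.1%. Measured as GC, the regions differed from their flanks by -0.534 percentage points on average, with an SD of 4.14 across regions. Of the DNase I unique regions, 55.2% had less GC than their own flanks, and 44.8% (95% Wilson interval 44.2 to 45.4) had more. With flanks of 50 kb, a distance chosen after the data were seen, the mean difference in GC was -0.594 percentage points. The gap was smaller for the central 150 bp, whose mean GC content was 42.74%, against 42.88% in the flanks of 5 kb.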

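The 42941 common regions had a mean GC content of 49.5% (SD 6.87 across regions). It was 7.13 percentage points above the mean of DNase I unique regions and the Benzonase-Cyanase unique mean was 5.25 above it (two-sided permutation tests, p = 1e-05 for each, the smallest that 100000 permutations can give). In the central 150 bp, common regions lay 10.0 percentage points above DNase I unique regions and 3.95 below Benzonase-Cyanase unique regions. How near common regions lie to either class thus depends on the part of the region measured. Common regions exceeded their flanks by 4.49 percentage points (SD 6.39), and 77.0% of them had more GC than their flanks (interval 76.6 to 77.4). Regions with hotspots of all 3 enzymes had a mean GC content of 50.0%, and those shared by DNase I and Benzonase alone had 45.6%.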

Common hotspots identified by all three enzymes had intermediate GC contents (Figure 6C). Consistent with the preference of Benzonase-Cyanase for high GC content regions, about 23% of hotspots uniquely identified by Benzonase and Cyanase were within CpG islands, whereas less than 1% of hotspots unique to DNase I mapped to CpG islands (Figure 6E). 

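CpG islands were found from the unmasked mm9 sequence, 23758 in all with a median length of 464 bp. An island overlapped 3367 of the Benzonase-Cyanase unique regions (13.6%, interval 13.1 to 14.0), 36 of the DNase I unique regions (0.135%, interval 0.0973 to 0.186) and 9315 of the common regions (21.7%, interval 21.3 to 22.1). The odds of overlapping an island were 116 times higher for Benzonase-Cyanase unique than for DNase I unique regions (95% interval 83.7 to 162, Fisher's exact test, two-sided, p too small to be represented). Against common regions the odds were 0.566 times as high (interval 0.542 to 0.591, Fisher's exact test, two-sided, p = 1.91e-156). Common regions were wider (median 863 bp, against 453 bp for Benzonase-Cyanase unique regions), and a wider region meets an island more easily. Counting only regions whose centre lay inside an island, these odds were 0.592 times as high (interval 0.565 to 0.619). With stricter islands (at least 500 bp, GC over 55%, observed to expected CpG over 0.65), the shares were 8.63%, 0.0524% and 14.6% in the same order. From the bases at the tag ends, which were not analysed here, the paper proposes that Benzonase-Cyanase preferentially cleaved accessible DNA of high GC content.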

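There were 3513 Benzonase-Cyanase unique regions at promoters, with a mean GC content of 61.1% (SD 7.08 across regions). A CpG island overlapped 2055 of them (58.5%, 95% Wilson interval 56.9 to 60.1). The 11735 common regions at promoters had a mean GC content of 55.8% (SD 6.36), and 71.6% of them overlapped an island (interval 70.8 to 72.4). Counting only regions whose centre lay inside an island, the shares at promoters were 52.6% for Benzonase-Cyanase unique and 61.3% for common regions. The 1205 DNase I unique regions at promoters had a mean GC content of 43.5% (SD 5.10), and 6 of them overlapped an island. The choice of islands moved the Benzonase-Cyanase unique value most, to 38.9% with islands of at least 500 bp.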

Benzonase-Cyanase specific hotspots were found to a greater extent within promoters (Figure 5F) and the average GC content of these unique Benzonase-Cyanase accessible promoters was 61% with 57% of them overlapping with CpG islands.

**Figure 6:**
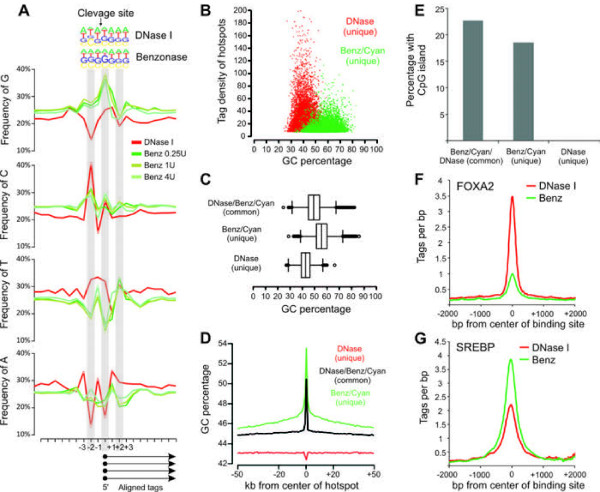
**Biochemical difference between Benzonase, Cyanase and DNase I correlates with TACh preference for GC rich regions.(A)** Frequency of bases at the 5’ end of all aligned tags from chromatin digestion with DNase I (red) and Benzonase (0.25U/ml, 1U/ml, 4U/ml, greens). **(B)** Scatter plot illustrating tag density of DNase I and Benzonase-Cyanase unique hotspots relative to GC content of hotspots. **(C)** Box plot illustrating GC content of DNase I/Benzonase/Cyanase (common), DNase I unique and Benzonase/Cyanase unique hotspots. **(D)** GC content surrounding DNase I/Benzonase/Cyanase (common), DNase I unique and Benzonase/Cyanase unique hotspots. **(E)** Percentage of DNase I/Benzonase/Cyanase (common), DNase I unique and Benzonase/Cyanase unique hotspots harboring a CpG island. **(F)** Compiled sequenced tags from DNase I and Benzonase chromatin digestions, 2 kb up and downstream of previously reported FOXA2 and SREBP-2 binding sites in liver.

Nuclease accessible sites are maintained by the targeted recruitment of remodeling complexes by transcription factors [20]. The transcription factor FOXA2 has been shown to bind AT rich DNA motifs [21], whereas SREBP has been suggested to bind regions together with SP1 [22] with a resulting preference for GC-rich motifs embedded in CpG islands. Accordingly, the tags sequenced following DNase I digestion were recovered at higher rates from FOXA2 binding sites compared to the tags sequenced using Benzonase-Cyanase digestion (Figure 6F). In contrast, tags from Benzonase-Cyanase digestion were recovered more efficiently at SREBP binding sites (Figure 6G), emphasizing that the differences in base-selectivity at cleavage sites for these enzymes translates into differentially efficient capacities to interrogate the compartments associated with different transcription factors. Though largely similar, Benzonase-Cyanase and DNase I possess unique features that widen the capacity for genome-wide interrogation of chromatin accessibility.

## Discussion

Identification of nuclease accessible sites is a powerful approach to annotate regulatory regions of the genome. In cell lines and fresh tissue where nuclei can be isolated with high efficiency, DNase I has been used for decades to probe for accessibility. However DNase I is inhibited by actin and DNase I can therefore not be used on frozen tissue samples where nuclei cannot be purified in sufficient amounts while maintaining nuclear integrity. Here, we show the use of two other nucleases, Benzonase and Cyanase, in probing chromatin accessibility in frozen whole tissue samples. The digestion patterns of chromatin with Benzonase and Cyanase are remarkably similar and the identified accessible regions correlate with low nucleosomal occupancy, epigenetic marks of euchromatin and levels of transcription of proximal genes, validating the use of TACh for identification of regulatory elements in the genome. Comparisons with DNase I accessibility in liver tissue display a significant overlap between DNase I accessible sites and accessible regions identified by TACh. The similarities are most pronounced at highly accessible regions, whereas identification of less accessible regions tends to be more divergent between nucleases. Interestingly, we show that some of the differences between DNase I and Benzonase relate to their intrinsic sequence biases, with Benzonase and Cyanase preferring GC-rich sequences and disfavoring AT-rich sequences.

Currently, formaldehyde-assisted isolation of regulatory elements (FAIRE) is the only reported method to identify regulatory elements in frozen tissue samples [23]; however, FAIRE is an ambiguous approach that relies on the density of proteins at regions of crosslinked chromatin, where less dense regions are identified by FAIRE [24]. As a consequence, FAIRE signals depend greatly on crosslink efficiencies of the tissue material, sonication efficiency and organic extraction steps. FAIRE shows some degree of overlap with DNase I accessible regions, however, certain regions are FAIRE specific and many regions are not identified by FAIRE [25]. Since the TACh procedure like the DNase I assay relies on nuclease accessibility of DNA within chromatin, TACh is a more reliable procedure that is less dependent on extrinsic variables.

For clinical samples, TACh provides several advantages compared to current nuclease based methods. 1) TACh uses frozen tissues, which eliminates the need for immediate processing of freshly acquired tissue and is, therefore, compatible with the acquisition of samples under routine clinical conditions. 2) The ability to store whole tissue, fragments or pulverized powders provides flexibility and the powder ensures easy generation of matched aliquots that can be used for additional genomic experiments. 3) The ability to interrupt the procedure at multiple steps makes the whole process more amenable to clinical situations and laboratories. 4) The quick processing and the use of whole cells are likely to minimize nuclear damage and the loss of dissociated chromatin components. 5) Because the chromatin structure is preserved, it is likely that the same pulverized tissue can serve as the starting material for ChIP-Seq interrogations of the same tissue.

Thus TACh will make it possible to mine the accessible genomes from banks of frozen specimens, including biopsies and resected material from diseased and healthy human tissue, and is likely to assist in understanding the pathophysiology of a number of disease states. In particular, since TACh efficiently identifies accessible CpG islands, the method may be used to characterize chromatin structure rearrangements during progression of cancer, which are often associated with abnormal DNA methylation at CpG island rich promoters, leading to deregulation of numerous genes [26]. Identification of genomic regions that specifically change accessibility during tumorigenesis may have significant prognostic value.

## Conclusion

The described TACh methodology is a robust method for highly sensitive and comprehensive detection of accessible chromatin in samples derived from frozen tissue. The robustness and quick processing time of the assay provides feasible analysis of multiple tissue biopsies and we propose that application of TACh on clinically derived tissue material will provide knowledge on changes in chromatin accessability during progression of diseases.

## Methods

### Cell culture

HL-60 (ATCC) suspension cells were cultured in RPMI + 10% FBS in CO2 at 37°C.

### Animals

Male C57BL/6 mice, 8-week old purchased from Harlam Sprague Dawley (Frederick, MD), were maintained according to the NIH guidelines with a 14-h light, 10-h dark cycle and free access to food and water. Mice were killed by decapitation or cervical dislocation and livers were immediately sectioned into 5-10 mm cubes and frozen in liquid nitrogen or processed for nuclei purification. All animal procedures were approved by the Animal Users and Care Committee, NICHD and NCI, NIH.

### TACh on whole cells

Cells were collected by centrifugation, washed twice in ice cold cellular wash buffer (CWB) (20 mM TrisHCl pH 7.5, 137 mM NaCl, 1 mM EDTA , 10 mM sodium butyrate, 10 mM sodium orthovanadate, 2 mM sodium fluoride, protease inhibitor cocktial (Roche)) and resuspended in (40 million cells/ml) hypertonic lysis buffer (HLB) (20 mM TrisHCl pH 7.5, 2 mM EDTA, 1 mM EGTA, 0.5% glycerol, 20 mM sodium butyrate, 2 mM sodium orthovanadate, 4 mM sodium fluoride, protease inhibitor cocktial (Roche)). Cells were distributed in 500ul aliquots in 1.5 ml tubes and following addition of 500ul of nuclease digestion (ND) buffer (40 mM TrisHCl pH 8.0, 6 mM MgCl2, 0.3% NP-40, 1% Glycerol) containing a 3-fold dilutions (from 0.125 units/ml to 6U units/ml) of Benzonase (Calbiochem/EMD) or Cyanase (RiboSolutions, Inc). This was mixed gently and incubated for 3 minutes at 37°C. Reactions were terminated by the addition of EDTA (10 mM final) and SDS (0.75% final). Proteinase K was added to a final concentration of 0.5 mg/ml and incubated overnight at 45°C. DNA was purified by Phenol/Chloroform/isoamyl (PCI) extraction, ethanol precipitated and processed for Southern blotting.

### Southern blotting

Purified nuclease digested DNA was digested with HindIII overnight and then PCI extracted and ethanol precipitated. Precipitated DNA was SacI digested, RNase treated, extracted by PCI and ethanol precipitated. Digested DNA was separated on an agarose gel and transferred to a nylon membrane and incubated with a biotinylated c-myc probe [14] overnight at 50°C. Membranes were washed, incubated with HRP-conjugated streptavidin solution (kit from KPL, Inc.) and developed using chemiluminescent reagents (ECL Plus from Amersham/GE HealthCare).

### TACh on frozen liver tissue

Livers were rapidly removed from mice and frozen immediately in liquid nitrogen. Frozen liver fragments were pulverized using a stainless steel pulverizer (Bessman), pre-chilled in liquid nitrogen. Seven hundred mg of frozen (the procedure may be done on a smaller amount of starting material), pulverized tissue was transferred to a pre-cooled 15 ml tube and suspended in 4 ml HLB (30 mM TrisHCl pH8.0, 2 mM EDTA, 2 mM EGTA, 20 mM sodium butyrate, 2 mM sodium orthovanadate, 4 mM sodium fluoride, protease inhibitor cocktail (Roche)). The suspension was mixed with a 3 cc syringe fitted with a 19 gauge needle and HLB was added to a final volume of 7 ml. The resulting suspension was passed through a 19 gauge needle 5 times, followed by a 22 gauge needle 5 times and finally a 23 gauge 10 times, using a 3 cc syringe. The suspension was distributed in 500ul aliquots in 1.5 ml tubes using a 23 gauge needle and incubated on ice for 5 minutes. 500ul of ND buffer (30 mM TrisHCl pH 8.0, 14 mM MgCl2 0.5% NP-40, 0.2% fatty acid free BSA) containing a 2-fold dilutions of Benzonase (Calbiochem/EMD) or Cyanase (RiboSolutions, Inc) was mixed gently with the 500ul tissue solution and incubated for 3 minutes at 37°C. Reactions were terminated by the addition of a final concentration of 50 mM EDTA and 0.1% SDS. 50ul RNaseA/RNaseT1 (Ambion) was added and the reaction was incubated over night at 40°C. SDS was brought to a final concentration of 0.75% and incubated for 2 hours at 45°C, after which Proteinase K was added (0.8ug/ml final) and incubated overnight at 45°C. DNA fragments of 100-500 bp from a chromatin digestion were purified over sucrose gradients [1] and precipitated in 0.1 volume NaAc and 0.7 volume isopropanol.

### DNase I digestion of chromatin from liver tissue

Livers was removed from mice and homogenized in 8 ml/g tissue of low sucrose buffer (250 mM sucrose, 15 mM Tris–HCl pH 8.0, 15 mM NaCl, 60 mM KCl, 1 mM EDTA, 0.5 mM EGTA, 1 mM spermidine, protease inhibitors (Roche)) using a Type B dounce. Crude nuclear pellets were washed once in low sucrose buffer and resuspended in 9 volumes of high sucrose buffer (2 M sucrose, 15 mM Tris–HCl pH 8.0, 15 mM NaCl, 60 mM KCl, 1 mM EDTA, 0.5 mM EGTA, 1 mM spermidine, protease inhibitor cocktail (Roche)). The nuclear suspension was aliquoted in 2.0 ml tubes and centrifuged at 16,000xg for 30 minutes at 4°C. Nuclear pellets were combined in buffer (15 mM Tris–HCl pH 8.0, 15 mM NaCl, 60 mM KCl, 1 mM EDTA, 0.5 mM EGTA, 1 mM Spermidine, protease inhibitor cocktail (Roche)) and DNase I digestions were performed with 20 million nuclei as previously described ([1]. DNA fragments of 100-500 bp from a chromatin digestion with 60U/ml DNase I (Sigma) were purified using sucrose gradients [1] and precipitated in 0.1 volume NaAc and 0.7 volume isopropanol.

### Sequencing and data analysis

DNA was sequenced using Illumina GII sequencer at the Advanced Technology Center, NCI (Rockville, Md). Sequenced DNA was aligned to the mouse genome (mm9) using Eland or Bowtie [27]. Hotspots were identified as previously described [1,4,28] using a Fdr of 0% and a tag density threshold at the mode. Hotspots were identified either from tag libraries generated from individual concentrations of Benzonase, Cyanase or DNase I or tag libraries pooled from different concentrations of enzymes or replicates of the same concentration. Bioinformatic analysis was performed using HOMER [29], Galaxy [30] and tools described in [4,31]. Sequence data is accessible at GEO: GSE39982.

### Previous published data used for analysis

RNA-seq [18]; SREBP-2 ChIP-seq peaks [22]; FOXA2 ChIP-seq peaks [32]; MNase-seq tag library (GEO: GSM717558) [16]; H3K4me1 and H3K4me3 ChIP-seq tag library (SRA008281) [15]; H3K27me2 ChIP-seq tag library (GEO: GSM751034). 

## Abbreviations

bp, Base pair; ChIP, Chromatin Immunoprecipitation; ChIP-seq, ChIP combined with massive parallel sequencing; DNase-seq, DNase I digestion of chromatin combined with massive parallel sequencing; FAIRE, Formaldehyde assisted identification of regulatory elements; FOXA2, Forkhead box A2; H3K4me1, Histone3 lysin 4 mono-methylation; H3K4me3, Histone3 lysine 4 tri-methylation; H3K27me3, Histone3 lysine 27 tri-methylation; Mnase, Micrococcal nuclease; RNA-seq, Massive parallel sequencing of RNA; SREBP, Sterol Regulatory Element-Binding Protein; TACh, Tissue accessible chromatin; TSS, Transcriptional start site.

## Competing interests

The authors declare that no competing interests exist.

## Authors’ contributions

LG carried out the DNase-seq in liver, participated in TACh-seq in liver, analyzed sequencing data and drafted the manuscript. RB developed the TACh method and performed TACh in cell lines and liver tissue, SJ participated in DNase-seq and TACh-seq in liver and helped to draft the manuscript. SB analyzed sequencing data. HJC helped develop the TACh method. YL and GA performed all the mouse work. CO and GLH participated in the study design and GLH helped to the draft of the manuscript. DL designed and coordinated the study and helped draft the manuscript. All authors read and approved the manuscript.

## Supplementary Material

Additional file 1 **Figure S1. **Table of aligned sequence tags. Figure S2: Correlation of sequence tag densities from chromatin digested with different concentration of Cyananse. Figure S3: Correlation of sequence tag densities from chromatin digested with Benzonase and Cyanase. Figure S4: Distribution of AT percentage surrounding DNase I, Benzonase and Cyanase hotspots. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

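Chromatin accessibility was measured in mouse liver with 3 nucleases. Benzonase and Cyanase were used on pulverized frozen tissue at 0.25, 1 and 4 U/ml, and DNase I on nuclei of fresh tissue at 60 U/ml. GEO's labels list 3 Benzonase samples, 3 Cyanase samples and 1 DNase I sample, and the legend of Figure 5 says that tags of more than 1 DNase I replicate were combined.

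The authors aligned the tags to mm9 with Eland or Bowtie, pooled the tags of each nuclease and called hotspots at a false discovery rate of 0% with a tag density threshold at the mode. The deposited lists, 1 per nuclease, describe themselves as input adjusted and unmerged, and do not name the tag density threshold. They hold 3 columns, the chromosome, start and end of each hotspot, and no count, score or tag density. The planned analyses had assumed a tag density per hotspot, so the correlation of tag densities, the quartiles by tag density, and the naming of the hotspots of highest tag density were not run. Quartiles by hotspot width, an alternative set before the data were examined, were used for the unique share. There were 0 columns of other samples.

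Depth per hotspot is unknown, because tag numbers were not among the columns. The paper states the depth of the Benzonase and Cyanase libraries and refers to Additional file 1: Figure S 1, which was not used here. There is no spread between replicates, since each list comes from pooled tags. Shares carry 95% Wilson intervals, which cover counting error only. Tests across hotspots or regions compare these lists and not animals.

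Positions were used on mm9 (NCBIM37) with GENCODE release M1, whose chromosome lengths match the lists. In the Cyanase list, 2 hotspots end a few bases past the end of their chromosome, and they were shortened for sequence content. Printed coordinates count from 1. Hotspots were counted as shared when they overlapped by at least 1 bp, and hotspots connected by overlaps were merged into regions. Chance overlap was measured with 1000 random circular shifts of the hotspots within each chromosome, and chance annotation with 100 such shifts. Regions were assigned in the order promoter (2 kb upstream of a TSS of a protein-coding transcript), exon, intron, downstream (2 kb) and distal. GC content was taken over all called bases of a region, and flanks were 5 kb on each side. Differences in mean GC content and in width were tested with 100000 two-sided permutations, and shares with Fisher's exact test. For chromosome X, autosomal hotspots were weighted to the GC content on X in 10 bins. CpG islands were found as maximal-scoring segments (17 for a CpG and -1 for any other base) with at least 200 bp, GC over 50% and observed to expected CpG over 0.6. The sequence was not masked for repeats, so islands inside repeats were kept. Nuclear copies of mitochondrial DNA were found with blastn 2.17.0 at an E value of 1e-10.

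Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9 were used. The merging was tested on simulated lists, where all 3000 DNase I unique, 6000 common and 2500 Benzonase-Cyanase unique regions were recovered. The simulated places lay far apart and their hotspots always overlapped, so the simulation could not show errors among close or chained hotspots. No simulated place held a hotspot of Benzonase or Cyanase alone. On the deposited lists it gave 94491 regions, as did bedtools 2.31.1. All 199 planted CpG islands were recovered, with 0 called elsewhere. For the permutation test, a difference of 2 planted between groups of simulated normal values was recovered as 1.77. With no difference planted, 8 of 100 tests had p under 0.05. The measurement of GC content itself was not tested in this way.

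Alternatives set before the data were examined were an overlap of 50% of both hotspots, joining hotspots within 150 bp, autosomes only, merging within a list, other denominators, the central 150 bp for GC content, promoters within 1 kb of a TSS, islands of at least 500 bp, and the region centre for islands. Alternatives chosen after the data were seen were leaving out hotspots under the lower width quartile, keeping the widest hotspots in the number the paper counts, assigning by midpoint, all annotated transcripts, and flanks of 50 kb. By the rule set before the data were examined, the genes named are Tat and Marveld3, which the paper names at the locus it shows. AY036118 and Neat1, at the widest hotspots, were added after their values were seen. Histone modification, nucleosome, RNA-seq and transcription factor data, tags of single concentrations, and the bases at tag ends were not analysed here.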

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

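The test of identity and the random placement below were chosen only after the overlap with nuclear copies of mitochondrial DNA had been seen, and the test of GC content before its result was seen.

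A signal appeared at places the paper does not discuss. The nuclear genome holds 134 stretches that resemble mitochondrial DNA. Of these copies, 24 held a Benzonase hotspot (17.9%, 95% Wilson interval 12.3 to 25.3), 27 a Cyanase hotspot (20.1%, interval 14.2 to 27.7) and 5 a DNase I hotspot (3.73%, interval 1.60 to 8.44). Random places of the same lengths held 3.88 Benzonase, 3.52 Cyanase and 4.21 DNase I hotspots on average. As many as observed occurred in 0 of 1000 draws for Benzonase and 0 for Cyanase, which argues against chance placement, and in 417 for DNase I. There were 23 copies with a Benzonase or Cyanase hotspot and no DNase I hotspot, and 1 with the reverse (exact binomial test, two-sided, p = 2.98e-06).

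The share of copies with a Benzonase or Cyanase hotspot rose with identity to mitochondrial DNA, from 4 of 71 copies under 80% identity to 11 of 44 in between and 12 of 19 at 90% or more (Fisher's exact test of highest against lowest, two-sided, p = 2.35e-07). Tags of mitochondrial DNA aligning to nuclear copies could give such a rise. The paper reports that the mitochondrial genome takes a larger share of TACh tags than of DNase I tags. It gives depth as uniquely aligning tags, and how tags that match both places were handled is not known here, so this explanation stays open. A preference for GC-rich sequence does not account for the hotspots on copies, because the 23 Benzonase-Cyanase unique regions on copies had a mean GC content of 39.0% (SD 5.25), below that of DNase I unique regions at 42.3%. These 23 regions are 0.0926% of the Benzonase-Cyanase unique regions. The longest copy, on chromosome 1 from 24618374 to 24623027 with 99.9% identity, held a hotspot with identical bounds, 24619397 to 24620156, in all 3 lists. True accessibility of the copies was not tested and stays open, as does the difference between frozen tissue and purified nuclei, which the design does not separate from the choice of nuclease.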

How the results depend on the processing

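Intervals are narrow because the lists are long (57675 hotspots or more), so shares left them under most settings. The directions of the GC and promoter differences were kept under the alternatives run for them. The number of hotspots per list and the total number of regions changed, but stayed within 1.5 times the values with every hotspot. The total was 105247 with an overlap of 50% of both hotspots, 90566 within 150 bp and 90879 on autosomes. The cause of the changes below was not tested unless the setting itself shows it.

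The share of Benzonase-Cyanase regions with hotspots of both enzymes was 69.7%. It was 79.6% as a share of the Benzonase list, 85.4% of the Cyanase list, 64.2% with an overlap of 50% of both hotspots, 70.3% within 150 bp and 70.3% on autosomes. Among settings chosen after the data were seen, it was 79.0% without hotspots under the lower width quartile and 75.4% with the widest hotspots in the number the paper counts.

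The classes (DNase I unique, common, Benzonase-Cyanase unique) were 28.3%, 45.4% and 26.3%. They moved to 31.5%, 37.2% and 31.3% with an overlap of 50% of both hotspots, and to 28.0%, 46.1% and 25.9% on autosomes. Within 150 bp, common moved to 46.2% and Benzonase-Cyanase unique to 25.8%. With common defined as all 3 enzymes it was 40.0%. Without hotspots under the lower width quartile the classes were 26.9%, 52.3% and 20.8%, and with the widest hotspots in the paper's number common was 49.6% and Benzonase-Cyanase unique 22.2%, both settings chosen after the data were seen. The total was 66367 and 79028 regions under these.

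The unique share of the narrowest quartile of hotspots exceeded that of the widest by 59.1 percentage points for Benzonase, 57.9 for Cyanase and 61.5 for DNase I. With unique meaning no overlap with any other list it was 45.7 for Benzonase and 37.7 for Cyanase. With an overlap of 50% of both hotspots it was 52.0, 53.8 and 59.8, and within 150 bp 57.6, 56.1 and 59.7.

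With flanks of 50 kb, GC content minus that of the flanks was -0.594 percentage points for DNase I unique, 4.66 for common and 11.0 for Benzonase-Cyanase unique regions. With all annotated transcripts, the share of genes with a hotspot at a TSS was 39.0% for Benzonase, 37.8% for Cyanase and 32.2% for DNase I, against 47.4% for DNase I with protein-coding transcripts. Both settings were chosen after the data were seen.

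The share in CpG islands was 0.0524% (DNase I unique), 14.6% (common) and 8.63% (Benzonase-Cyanase unique) with islands of at least 500 bp, and 0.0674%, 18.3% and 11.7% with the region centre inside an island. For Benzonase-Cyanase unique promoter regions it was 38.9% and 52.6% under these, and 60.3% with promoters within 1 kb of a TSS, where their mean GC content was 61.5%. Stricter islands are fewer (10185 against 23758), so these shares fall by construction.

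Settings that need a tag density were not run, since the lists hold none. They were the stricter thresholds by median or quartile of tag density, the same number of hotspots per list by tag density, and every setting of the correlation. No paired analysis was possible because each list pools its libraries and the labels give no replicate numbers. The tags behind each hotspot are not in the lists, and the depths the paper states were not used here, so numbers of hotspots were not adjusted for depth between lists.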

Differences from the paper's values

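The share of Benzonase-Cyanase unique regions in CpG islands was 13.6%, against the paper's 23%. The alternatives set before the data were examined gave 8.63% (islands of at least 500 bp) and 11.7% (region centre inside an island). Both are stricter than the main rule and can lower the share but not raise it, so they cannot test the gap. Fig. 6E shows about 19% for Benzonase-Cyanase unique and about 23% for common hotspots, read by eye, where the deposited lists gave 21.7% for common regions.

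At promoters, 14.1% of Benzonase-Cyanase unique regions were found, against about 25% in Fig. 5F, read by eye. For DNase I unique regions the share was 4.51%, against about 7% in Fig. 5F, read by eye. With promoters within 1 kb of a TSS, the only alternative run for these shares that was set before the data were examined, the values were 16.3% and 3.82%, which closed neither gap. With all annotated transcripts, chosen after seeing the values, the shares were 18.5% and 7.58%, both within 1.5 times the values read from the figure. Assigning by midpoint, also chosen after seeing the values, gave 9.22% and 3.87%, which widened both gaps.

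Each deposited list held more hotspots than the paper counts, by less than the ratio of 1.5 used here to call a difference. The paper's numbers are 52235 for Benzonase, 49892 for Cyanase and 63619 for DNase I, and the lists held 60910, 57675 and 72286. The total was 94491 regions against the paper's 76176, and 79028 with the widest hotspots in the paper's number, chosen after seeing the values.

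The paper's share of hotspots found by both Benzonase and Cyanase is 87%, and the share of merged regions was 69.7%. As a share of the Cyanase list it was 85.4% at an overlap of 1 bp, 85.8% on autosomes and 86.0% within 150 bp. After leaving out hotspots under the lower width quartile, chosen after seeing the values, 85.5% of the Benzonase and 91.4% of the Cyanase list were shared. With the widest hotspots in the paper's number, also chosen after seeing the values, these shares were 83.7% and 88.8%. The paper's classes are 28% DNase I unique, 52% common and 20% Benzonase-Cyanase unique. Leaving out hotspots under the lower width quartile gave 26.9%, 52.3% and 20.8%, and the widest hotspots in the paper's number gave 28.3%, 49.6% and 22.2%, against 28.3%, 45.4% and 26.3% with every hotspot. Common here means DNase I with Benzonase or Cyanase. The paper's text calls its 52% shared among all 3 enzymes, whereas its legend names DNase I and Benzonase-Cyanase. Counting only regions with all 3 enzymes, the common share of every hotspot was 40.0%.

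At the Tat locus, the paper marks a DNase I unique feature upstream of Tat and another within Tat (Fig. 5A), and states that such hotspots overlap low-GC sequence. In the deposited lists the nearest places, matched by eye, belong to DNase I hotspots that also overlap a Benzonase hotspot, and the parts covered by DNase I alone had 36.3% GC each. The DNase I hotspot without any overlap, over exons 2 and 3 of Tat, had 47.7% GC against 44.5% in its flanks.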

Other observations

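The tests of merging distance and of the width shared by the Benzonase and Cyanase lists were chosen only after the results had been seen, and the test of base composition was added after the shares on chromosome X had been seen, in place of one that only restated them, but before its own result was seen. No replicate error exists for any value here.

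Narrow hotspots were more often unique to a nuclease class than wide ones. For DNase I, 68.4% of the narrowest quartile (251 to 537 bp) had no Benzonase or Cyanase overlap, then 49.5%, 22.8% and 6.94% in the widest (806 to 6867 bp). For Benzonase against DNase I the shares were 66.7%, 33.8%, 14.6% and 7.63%, and for Cyanase 64.6%, 30.6%, 13.6% and 6.70%. Unique hotspots had a median width of 549 bp and common ones 730 bp for DNase I (permutation test of mean width, two-sided, p = 1e-05, the smallest that 100000 permutations can give). A wide interval meets others more easily, but with every hotspot reduced to its central 251 bp the smallest difference between narrowest and widest quartile was still 37.1 percentage points (Benzonase). Geometry alone therefore does not account for the difference, and lower tag density of narrow hotspots stays open, because the lists hold none.

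Unique hotspots were more frequent on chromosome X than on any autosome, in 3 of 3 lists. The DNase I unique share was 55.5% of 2279 hotspots on X (95% Wilson interval 53.4 to 57.5), against 31.0% to 40.9% on the 19 autosomes. It was 50.5% against at most 33.05% for Benzonase and 48.2% against at most 31.3% for Cyanase. Base composition accounts for part of the DNase I difference but not all of it. With autosomal hotspots weighted to the GC content of the hotspots on X, the autosomal DNase I share rose from 36.4% to 47.5%, which left 7.95 percentage points (95% interval 5.88 to 10.0), the smallest difference over the 3 lists and over the GC content of hotspots or flanks. For Benzonase and Cyanase at least 18.3 percentage points were left. Hotspots on X were narrower (median 575 bp against 651 bp for DNase I), but within width quartiles the share on X was higher in 12 of 12 comparisons, by 4.50 percentage points at the least (Fisher's exact test, largest p = 0.00101, unadjusted for the 12). GC content and width were not adjusted for together, so for them combined the question stays open. The mice were male, so a candidate explanation is that X gives fewer tags per cell than an autosome and its hotspots lie nearer the calling threshold. This was not tested, as it needs tag densities.

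The deposited lists held 16.6% (Benzonase), 15.6% (Cyanase) and 13.6% (DNase I) more hotspots than the paper counts. Merging at 885 bp brings the Benzonase list closest to the paper's number, and the same distance leaves 49601 Cyanase hotspots (the paper's number is 49892) and 60963 DNase I hotspots (63619). Keeping hotspots of at least 387 bp leaves 52244 Benzonase hotspots (the paper's number is 52235), 49877 Cyanase hotspots (49892) and 66994 DNase I hotspots (63619). No whole-number width gives the paper's number exactly in any list (0 in each), so neither 1 distance nor 1 width accounts for the numbers, although both come close for Benzonase and Cyanase. The tag density threshold that the methods name was not tested, since it needs tag densities.

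The higher GC content of Benzonase-Cyanase unique than of DNase I unique regions is not accounted for by CpG islands and promoters alone. Outside both, 20006 Benzonase-Cyanase unique regions had a mean GC content of 53.0% (SD 5.11) and 25484 DNase I unique regions 42.3% (SD 5.19), a difference of 10.7 percentage points. Different widths do not account for it either, since the central 150 bp differed by 14.0 percentage points. The sequence preference of the nucleases, which the paper proposes, and the difference between frozen tissue and purified nuclei stay open, because nuclease and tissue preparation change together in this design.

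At protein-coding genes, 2629 had a Benzonase or Cyanase hotspot and no DNase I hotspot at a TSS, and 194 had the reverse. The widest hotspot of the Cyanase list, 6248 bp on chromosome 17 from 39979698 to 39985945, overlaps AY036118. The widest of the DNase I list, 6867 bp on chromosome 19 from 5836762 to 5843628, overlaps Neat1. The widest of the Benzonase list, 10264 bp on chromosome 16 from 3231407 to 3241670, overlaps no annotated transcript. These were chosen after their values were seen, and no explanation was tested.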
